A study of Mus musculus with 12 samples. Its data were reported in "Inhibition of focal adhesion kinase impairs tumor formation and preserves hearing in a murine model of NF2-related schwannomatosis" (2026).

How the data were processed

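Dorsal root ganglia (DRG) of 12 mice aged 10 months were profiled by bulk RNA sequencing, 1 library per mouse. Per the labels, 6 mice lacked Nf2 in cells that had expressed a Periostin-driven Cre recombinase (Nf2 mice), and 6 lacked both Nf2 and Fak, the gene annotated as Ptk2, in those cells (DKO mice). Each genotype comprised 3 mice labelled male and 3 labelled female. RNA extraction, poly(A) library preparation and sequencing were done for the authors by a commercial provider. The aligner, the counting tool, the genome build and the treatment of strand and of reads with several matches were not stated. The authors deposited raw counts, 1 whole-number read count per Ensembl gene and mouse, without normalization. The methods of the study state log2 values of CPM (counts scaled to the library total) plus 4. Whether its plots used CPM or scaled counts was not settled here, and for genes with few counts this unit changes the size of a difference.

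The table held 49315 genes, of which 174 had no symbol and 13672 had no read in any mouse. Of these genes, 49056 (99.5%) were present in GENCODE M21 on GRCm38, 48795 with an identical symbol, and 99.8% of neighbouring entries followed that annotation's order. Coordinates and biotypes were therefore taken from GENCODE M21. The total count per mouse ranged from 21129191 to 41250329, and these totals set the counting precision. No 2 libraries agreed within sampling noise, as the 66 pairs had a chi-square per degree of freedom of 10.6 to 90.6. Intervals of counting error alone were not used, because the spread between mice was far wider.

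Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with genotype as the group, which left 18295 genes, and libraries were scaled by trimmed mean of M values (TMM). The genotypes were compared by edgeR's quasi-likelihood F test on all 12 mice without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The difference between males and females was tested with genotype as a covariate, and the dependence of the genotype effect on sex was tested as an interaction, both by labelled sex. For the 6 genes the study plotted, the difference of mean log2(CPM + 4) was tested by a two-sided exact permutation test over all 924 splits of the mice, whose smallest possible p is 0.00216, with adjustment over the 6 genes, of which 1 is not reported here.

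Gene lists were tested with camera in limma at an inter-gene correlation preset to 0.01. There were 26 hand-written lists of 5 to 26 genes, covering the pathways and cell types the study addressed and tissues that can be dissected along. Among them 10 genes occurred in more than 1 list. Of the genes the study had picked from these libraries, Nlrp3, Met, Spint1 and Cxcl3 were list members. Lists of spinal cord neurons, astrocytes and bone marrow (3 lists) were written after the data had been seen. Mouse Reactome pathways distributed with fgsea were tested in the same way where 10 to 500 of their genes were tested, which 899 of 1457 pathways met. Entrez identifiers were available for 84.2% of the tested genes. The share of genes past the threshold within 10 Mb of Ptk2 was set against the rest of the genome by a two-sided Fisher exact test, since a modified allele carries flanking sequence of the strain in which it was made.

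The comparisons, the 26 lists, the alternatives not described as added and the rule for naming genes were fixed before the data were examined. The rule named the deleted genes, the genes the study plotted or set beside them, and sex-linked marker genes. It also named the 5 highest and the 5 lowest fold changes past the threshold with a mean of at least 5 CPM, no overlap between genotypes and a symbol other than Gm or Rik. Up to 3 genes of each sex model, up to 5 genes near Ptk2 and up to 3 members of a list completed it. Genes named outside this rule are described as chosen after their values were seen.

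The alternatives comprised other scaling factors, DESeq2's Wald test, limma voom with sample quality weights, other count filters, a fold threshold of 2, sex as a covariate, subsets of mice, other pseudocounts and other set tests. Each of the 12 mice was also left out in turn. Alternatives added after the data had been seen were the males without mouse 702, a covariate for the skeletal muscle level of each mouse, an exact permutation of list means per mouse, and log2 of the TMM-scaled count plus 4. Other splits of the mice were refitted for 100 drawn splits per model.

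The procedures were tested on simulated data drawn from the means, dispersions and totals of the 18295 genes, with 200 genes changed. Each simulated gene was drawn independently of the others. The changed genes lay above a minimum level and were changed by at least 2-fold. Among the real genes past the threshold the median change was 0.65 on the log2 scale, so the recovery of changes of that size was not tested. The edgeR test recovered 93.0% of the changed genes with 7.46% false calls, limma voom recovered 93.0% with 6.53% false calls, and DESeq2 recovered 95.5% with 20.4% false calls. The test of sex recovered 91.5%, the interaction test 57.0%, and a comparison of 3 against 3 mice 75.0%. Each of the 4 set tests detected 3 of 3 changed sets and 0 of 100 unchanged sets. As the simulated genes were independent, this does not show how the set tests behave for lists whose genes vary together between mice.

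No mouse was excluded and no label was altered. Exons were not resolved by gene-level counts, so recombination of the targeted alleles was not analysed here.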

Results

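Gene expression was measured by RNA sequencing in the DRG of 6 Nf2 and 6 DKO mice, with 3 mice labelled male and 3 labelled female in each genotype. Among Nf2 mice, the total counts were 23479473 (mouse 649), 26659900 (702), 29268970 (884), 29576506 (918), 27270575 (1048) and 26754715 (1049). Among DKO mice, they were 26353044 (mouse 885), 23484583 (886), 21129191 (887), 41250329 (914), 25789807 (915) and 23157980 (917). Mitochondrial genes took 1.99% to 4.45% of the counts in Nf2 mice and 2.15% to 5.60% in DKO mice.

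The targeted genes were examined first. Ptk2 (ENSMUSG00000022607, GRCm38 chromosome 15, 73205102 to 73423280) had 70.0 ± 3.597 CPM in Nf2 mice and 64.0 ± 10.4 CPM in DKO mice (mean ± SD, n = 6). By mouse, Ptk2 had 71.8 CPM in mouse 649, 70.0 in 702, 65.8 in 884, 75.5 in 918, 66.3 in 1048 and 70.3 in 1049 among Nf2 mice. Among DKO mice it had 70.0 CPM in mouse 885, 46.5 in 886, 69.1 in 887, 64.5 in 914, 76.0 in 915 and 58.0 in 917. The log2 fold change of Ptk2 in DKO against Nf2 was -0.15 ± 0.10 (SE), with an edgeR adjusted p of 0.529. Nf2 (ENSMUSG00000009073, chromosome 11, 4765845 to 4849536) had 128 ± 12.3 CPM in Nf2 mice and 118 ± 11.2 CPM in DKO mice, a log2 fold change of -0.14 ± 0.08 (SE) with an edgeR adjusted p of 0.435. Neither difference exceeded the spread between mice. Whole-gene counts from mixed tissue neither separated the genotypes by Ptk2 nor resolved the deleted exons.

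The sex labels were examined with X- and Y-linked genes. In the 6 libraries labelled female, Xist (chromosome X) ranged from 428 to 637 CPM and Ddx3y (chromosome Y) from 0.149 to 0.852 CPM. In 5 of the 6 libraries labelled male, Xist ranged from 0.364 to 6.17 CPM and Ddx3y from 76.0 to 86.3 CPM. The library labelled male, mouse 702, had 496 CPM of Xist (13223 counts) and 0.525 CPM of Ddx3y (14 counts). Its Eif2s3y, Kdm5d and Uty levels of 0.338, 0.150 and 0.150 CPM also lay within the range of the libraries labelled female. The comparisons by sex below use the label as given, and values without mouse 702 are set beside them.

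**Figure D1:**
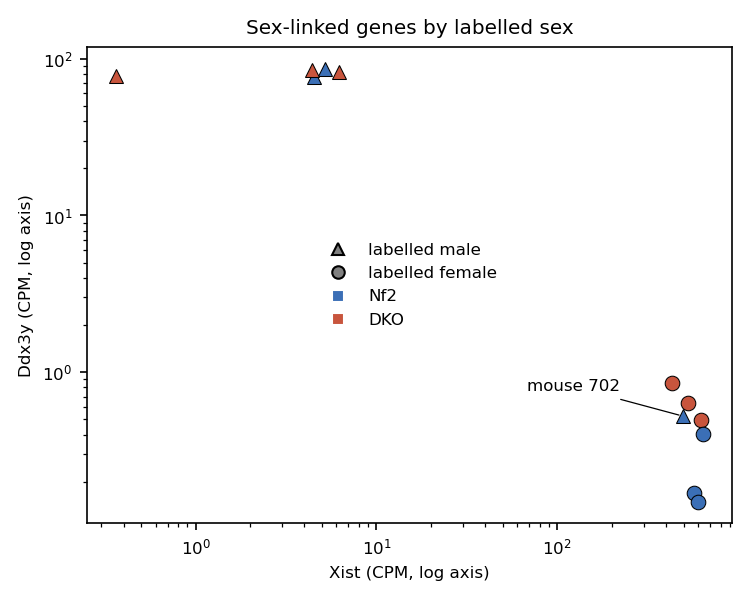
Ddx3y against Xist in the 12 libraries, both in CPM on log axes, with triangles for libraries labelled male, circles for libraries labelled female and colours for genotype. The library labelled male, mouse 702, lies at 496 CPM of Xist and 0.525 CPM of Ddx3y, among the libraries labelled female.

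The comparison of DKO with Nf2 DRG addressed how loss of Fak alters gene expression in Nf2-deficient ganglia. Of 18295 genes tested, 172 passed an edgeR adjusted p of 0.05, 68 higher and 104 lower in DKO. Males alone moved this count most, to 2 genes (9 without mouse 702), and among the fits of all 12 mice DESeq2 did, to 831 genes that included all 172. At an unadjusted p under 0.05, 2722 genes passed, where chance gives 915. The 172 genes changed by 0.23 or more on the log2 scale in either direction, with a median size of 0.65 and a range from -6.52 to 4.31. The ends of this range are Tmem181b-ps, which was as low in Nf2 mice 702 and 1049 as in DKO mice, and Trim34b, whose assignment of reads is uncertain. At least a 2-fold change was reached by 52 genes, 28 higher and 24 lower. Protein-coding genes made up 153 of the 172. In 143 of the 172 genes the genotypes did not overlap. Over all tested genes 356 (1.95%) did not overlap, where chance gives 0.216%. The biological coefficient of variation was 19.8%. The median log2 fold change of all tested genes was 0.005 with TMM factors, 0.005 with relative log expression factors, 0.01 with upper-quartile factors and 0.02 without scaling factors.

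Among genes selected by the preset rule, Nell1, Gabra3, Tmem72, Wnt4 and Padi2 had the highest fold changes. Gabra3 (ENSMUSG00000031343, chromosome X, 72432681 to 72656848) rose from 29.0 ± 6.47 to 73.4 ± 21.2 CPM (n = 6), a log2 fold change of 1.32 ± 0.19 (SE) with an edgeR adjusted p of 0.00786. Tmem72 (ENSMUSG00000048108, chromosome 6, 116679063 to 116716913) rose from 13.8 ± 2.49 to 33.95 ± 7.91 CPM (n = 6), a log2 fold change of 1.28 ± 0.16 (SE) with an edgeR adjusted p of 0.00339. The log2 fold changes of Nell1, Wnt4 and Padi2 were 1.35, 1.07 and 1.05. The lowest fold changes belonged to Cfi, Met, Fndc1, Matn4 and Itga8. Cfi (ENSMUSG00000058952, chromosome 3, 129835884 to 129875332) fell from 18.9 ± 2.15 to 6.06 ± 3.87 CPM (n = 6), a log2 fold change of -1.66 ± 0.34 (SE) with an edgeR adjusted p of 0.0350. Itga8 (ENSMUSG00000026768, chromosome 2, 12106632 to 12301922) fell from 11.5 ± 2.65 to 5.24 ± 1.23 CPM (n = 6), a log2 fold change of -1.16 ± 0.18 (SE) with an edgeR adjusted p of 0.00890. Fndc1 and Matn4 had log2 fold changes of -1.23 and -1.22. By the rule of selection, all 6 DKO mice lay beyond all 6 Nf2 mice for each of these genes. In the 12 fits that each left out 1 mouse, Cfi passed in 3, Wnt4 in 3, Nell1 in 4, Fndc1 in 8 and Matn4 in 10, whereas Gabra3, Tmem72, Padi2, Met and Itga8 passed in all 12.

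The study had chosen the genes it plotted on these libraries, so their differences are not independent evidence. The 5 genes given here passed the exact permutation test, and for each of them all 6 DKO mice lay beyond the Nf2 mean. Using log2 of the TMM-scaled count plus 4, an alternative added after the data had been seen, moved the differences most by a change of unit, and the Lgals2 difference of log2(CPM + 4) went from -0.24 to -1.33. Met (ENSMUSG00000009376, chromosome 6, 17463800 to 17573980) had mean log2(CPM + 4) values of 6.43 ± 0.38 in Nf2 and 5.30 ± 0.33 in DKO mice (n = 6, exact permutation p 0.00216, adjusted 0.00433). Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956) had 2.75 ± 0.18 and 2.40 ± 0.07 (n = 6, exact permutation p 0.00216, adjusted 0.00433). Lgals2 (ENSMUSG00000043501, chromosome 15, 78850860 to 78855529) had 2.40 ± 0.08 and 2.16 ± 0.10 (n = 6, exact permutation p 0.00216, adjusted 0.00433). Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) had 2.10 ± 0.06 and 2.02 ± 0.02 (n = 6, exact permutation p 0.00649, adjusted 0.00779). This gene had at most 18 counts in an Nf2 mouse and at most 3 in a DKO mouse, too few for the edgeR filter. Spint1 (ENSMUSG00000027315, chromosome 2, 119237362 to 119249527) had 2.41 ± 0.25 and 3.196 ± 0.598 (n = 6, exact permutation p 0.0152, adjusted 0.0152).

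In the edgeR model over all genes, Met (log2 fold change -1.25, adjusted p 0.00838) and Nlrp3 (-1.12, 0.0232) passed the threshold. Lgals2 (-1.42, 0.0862) and Spint1 (2.05, 0.0904) did not. These 4 genes passed when adjusted over the list alone, where the largest adjusted p was 0.00184, and 2 of them passed over all genes tested. Without single mice, Nlrp3 passed in 10 of 12 fits and Met in 12 of 12. Spint1 passed without mouse 649 (2.53, 0.0374). Its level was 5.07 to 11.4 CPM in the 3 DKO females and 1.77 to 5.24 CPM in the 3 DKO males, and the edgeR interaction with sex was -2.73 with an adjusted p of 0.920 (-2.90 and 0.772 without mouse 702). Of the genes set beside these by the study, Hgf had a log2 fold change of 0.33 (edgeR adjusted p 0.540), Il1b of -0.69 (0.308), Tnf of 0.39 (0.599), Nod2 of -0.09 (0.821), Adgre1 of -0.33 (0.427) and Sox10 of -0.19 (0.421). Hgfac and Il6 were removed by the edgeR filter and were not tested.

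**Figure D2:**
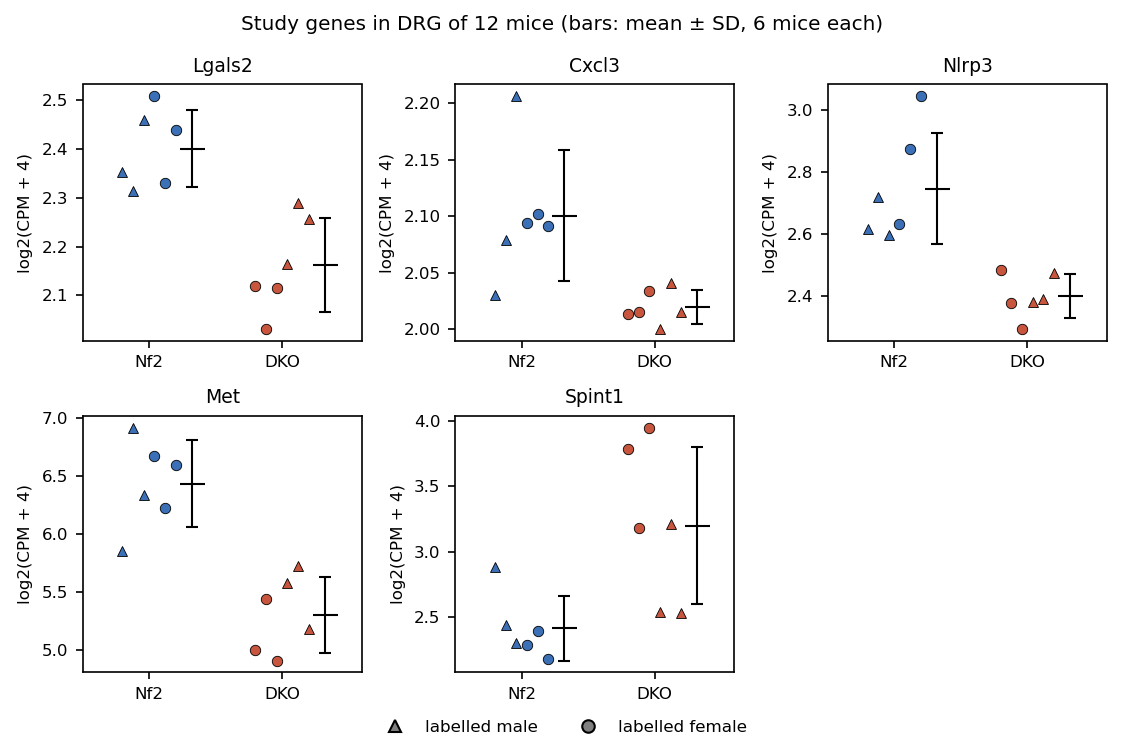
Levels of Lgals2, Cxcl3, Nlrp3, Met and Spint1 as log2(CPM + 4) in each Nf2 and DKO mouse, with triangles for libraries labelled male, circles for libraries labelled female and bars for the mean ± SD of 6 mice. Met had a mean of 6.43 in Nf2 and 5.30 in DKO mice, and Spint1 of 2.41 and 3.196.

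Gene lists addressed whether inflammatory pathways, cell types and dissected tissues differed between the genotypes. Of 26 lists, 13 passed a camera adjusted p of 0.05, 5 higher and 8 lower in DKO. An estimated inter-gene correlation and an exact permutation of list means per mouse moved this most, each to 0 lists. At the preset correlation, 13 lists had an unadjusted camera p under 0.05. Under fry, the macrophage and monocyte list (adjusted p 0.0359) and the NLRP3 inflammasome list (0.00906) held. An exact permutation of list means per mouse gave its smallest possible p, 0.00216, for the NLRP3 inflammasome list alone. A single list at that p adjusts to 0.0563 over the 26 lists, so failing this test does not argue against that list.

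The macrophage and monocyte list had a median log2 fold change of -0.38 (camera adjusted p 3.67e-08), with 20 of 24 genes lower. Of 100 splits of the mice, 49 gave this list a camera adjusted p under 0.05 and 6, the real one included, gave one as small, so its camera p-values carry little weight. Only the real split gave a median as large, and the largest other was 0.33 in either direction. Its genes numbered 13 past the threshold adjusted over the list alone and 1, C1qb, over all genes. C1qb fell by 0.71 on the log2 scale (edgeR adjusted p 0.0138). The list's mean log2(CPM + 4) was 4.42 ± 0.12 in Nf2 and 4.21 ± 0.08 in DKO mice (n = 6, exact permutation p 0.00866, adjusted 0.113). The NLRP3 inflammasome list, which includes Nlrp3, had a median of -0.17 (camera adjusted p 0.00107) with 11 of 13 genes lower, 4 adjusted over the list alone and 1 over all genes.

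Other lists lower in DKO were skeletal muscle (median log2 fold change -2.22, camera adjusted p 3.74e-06, 11 genes adjusted over the list alone and 0 over all genes), TNF and NF-kB targets (-0.24, 0.00323), IL-6, JAK and STAT3 signaling (-0.12, 0.0175), NOD receptor signaling (-0.08, 0.0175), the interferon gamma response (-0.29, 0.0175) and collagens and matrix (-0.18, 0.0264). The interferon gamma response rested on the library labelled male, mouse 702. Without it the median was 0.02 and the adjusted p 0.835. It also failed without mouse 886 (-0.21, 0.171). The IL-6, JAK and STAT3 list failed without mouse 702 (-0.09, 0.118) and, narrowly, without mouse 914 (-0.10, 0.0505), and collagens and matrix passed in 6 of the 12 fits without 1 mouse (medians from -0.23 to -0.05). Lists higher in DKO were B and plasma cells (0.80, 0.00198), endothelial cells (0.21, 0.00198), fibroblasts (0.16, 0.0264), erythroid cells (0.79, 0.0288) and neutrophils (0.58, 0.0434). Without single mice, neutrophils passed in 4 of 12 fits (medians from 0.26 to 1.47), erythroid cells in 6 (from 0.53 to 1.27) and fibroblasts in 9 (from 0.07 to 0.24).

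The threshold was not passed by myelinating Schwann cells (median log2 fold change 0.07, camera adjusted p 0.102), repair Schwann cells (-0.04, 0.102), adipocytes (-0.31, 0.106), T and NK cells (-0.21, 0.135), focal adhesion (-0.04, 0.215), the HGF and MET axis (-0.03, 0.245), proliferation (-0.14, 0.345), injured neurons (-0.12, 0.403), oligodendrocytes (0.50, 0.428), YAP and TAZ targets (-0.07, 0.483), sensory neurons (0.002, 0.618), immediate early genes (-0.10, 0.632) and satellite glia (0.04, 0.949). The lists written after the data had been seen did not pass either: astrocytes (0.42, 0.100), bone marrow (0.48, 0.146) and spinal cord neurons (0.61, 0.419). Some of the lists fixed beforehand passed in fits without 1 mouse. Myelinating Schwann cells, T and NK cells and adipocytes each passed in 2 of 12 such fits, and repair Schwann cells and proliferation each in 1. The smallest camera adjusted p among these was 7.9e-04, for myelinating Schwann cells without mouse 918 (median 0.16).

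**Figure D3:**
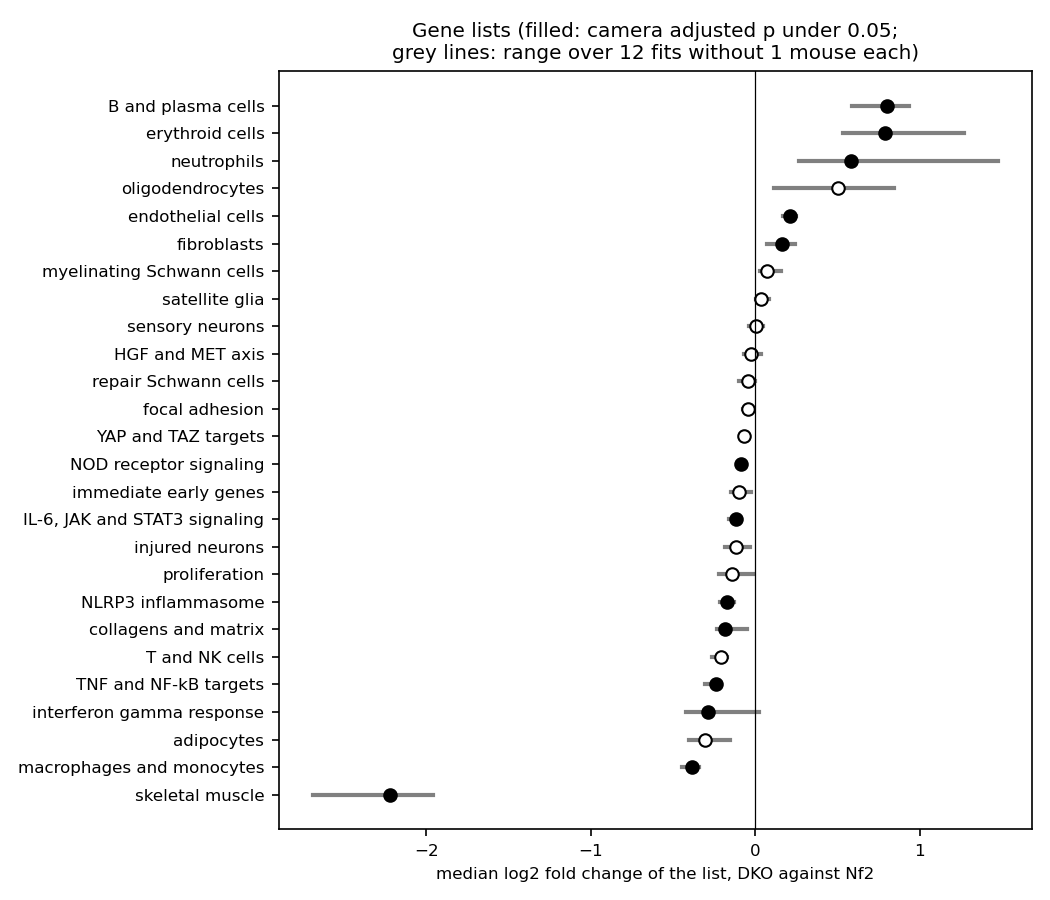
Median log2 fold change of each of the 26 gene lists in DKO against Nf2, with filled points for a camera adjusted p under 0.05 and grey lines for the range over 12 fits that each left out 1 mouse. Skeletal muscle lies lowest at -2.22, and the interferon gamma response extends from -0.42 to 0.02.

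Of 899 Reactome pathways, 111 passed the camera threshold, 29 higher and 82 lower in DKO. The estimated correlation left 0, where 281 pathways had an unadjusted camera p under 0.05, and fry retained 7 of the 111. The smallest p-values belonged to ligand-gated ion channel transport (15 genes, all higher, median log2 fold change 0.32, adjusted p 2.38e-07) and GABA A receptor activation (12 genes, all higher, 0.31, 2.38e-07). Initial triggering of complement was lower (11 genes, 9 lower, -0.31, 3.2e-04), as was antigen cross-presentation (88 genes, 80 lower, -0.11, 1.7e-04).

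Comparison by sex addressed whether the genotype effect depended on it. Between mice labelled male and female, 3 genes passed an edgeR adjusted p of 0.05, namely Ddx3y, Eif2s3y and Uty, all on chromosome Y. No autosomal gene passed (0, with 505 at an unadjusted p under 0.05). Without mouse 702, 10 genes passed, 5 on Y, 4 on X and 1 autosomal. The autosomal gene was Srd5a2, with a log2 difference of 2.34 (adjusted p 0.0216), against 2.12 (0.711) with all mice. The interaction of genotype with sex passed for 2 genes, Trim12a (4.41, edgeR adjusted p 1.61e-05) and Trim5 (4.13, 0.00238), both on chromosome 7, with 874 genes at an unadjusted p under 0.05. Without mouse 702 it also passed for 2 genes, with Trim12a at 4.52 (5.18e-05) and Trim5 at 4.18 (0.0130) and 964 genes at an unadjusted p under 0.05. Trim12a (ENSMUSG00000066258, 104299894 to 104315466) had 25.1 ± 4.00 CPM in Nf2 mice (n = 6), 11.5 ± 0.585 CPM in DKO males (n = 3) and 0.421 ± 0.107 CPM in DKO females (n = 3). Trim5 (ENSMUSG00000060441, 104263386 to 104288094) had 7.95 ± 0.973, 3.82 ± 0.986 and 0.163 ± 0.0907 CPM in the same groups. Trim34b, chosen after its values were seen, ran the other way with 0.179, 2.21 and 5.14 CPM. The copies of this family are similar and the treatment of shared reads was not stated, so the division of reads between them is uncertain.

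**Figure D4:**
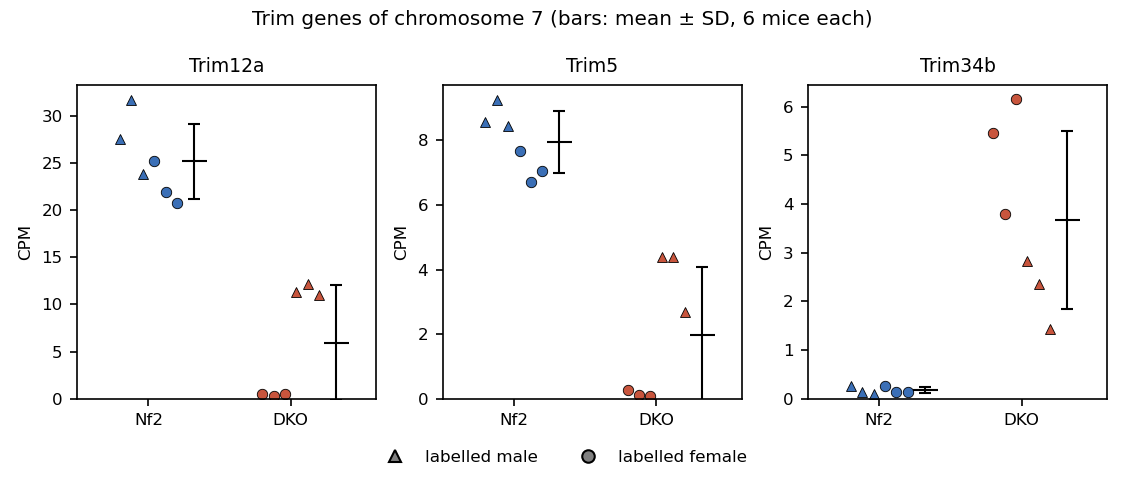
CPM of Trim12a, Trim5 and Trim34b in each Nf2 and DKO mouse, with triangles for libraries labelled male, circles for libraries labelled female and bars for the mean ± SD of 6 mice. Trim12a averaged 25.1 CPM in Nf2 mice, 11.5 in DKO males and 0.421 in DKO females.

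Genes around Ptk2 were compared with the rest of the genome. Within 10 Mb of Ptk2, 8 of 233 tested genes (3.43%) passed the edgeR threshold, against 164 of 18008 (0.911%) elsewhere (odds ratio 3.87, two-sided Fisher exact p 0.00168). Of the 8 genes, 7 were higher and 1 was lower in DKO. Within 20 Mb, 8 were higher and 4 lower. Counting DESeq2's genes within 10 Mb moved the odds ratio most, to 2.10 (p 0.00371), with 9 genes higher and 12 lower, so the region had no single direction. The 5 genes with the smallest p were Rpl3 (80077791 to 80091868, log2 fold change 0.86, edgeR adjusted p 0.00838), Apol11b (77633946 to 77643286, 3.19, 0.00838), Card10 (78775138 to 78803042, -0.39, 0.0107), Arc (74669083 to 74672570, 1.27, 0.0202) and Jrk (74702301 to 74709535, 0.60, 0.0350). Jrk passed in 3 and Arc in 10 of the 12 fits without 1 mouse, and the other 3 genes in all 12. Rpl3 and Apol11b have near-identical copies, and their counts are uncertain. Lgals2 lies within the same 10 Mb.

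**Figure D5:**
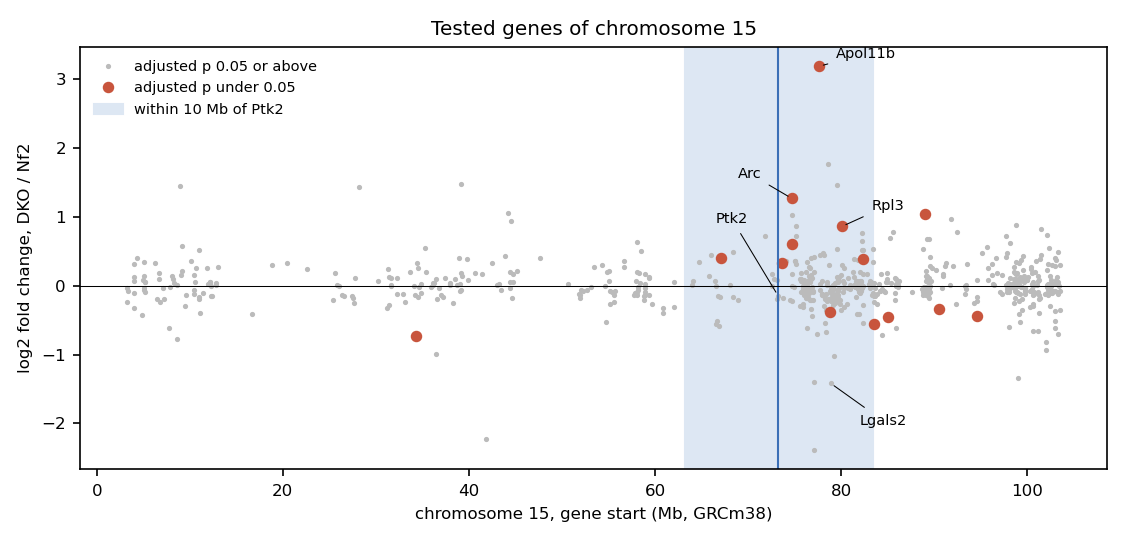
Log2 fold change in DKO against Nf2 of each tested gene of chromosome 15 by position in Mb (GRCm38), with red points for an edgeR adjusted p under 0.05 and shading for 10 Mb on either side of Ptk2. Apol11b lies at 3.19 and Rpl3 at 0.86.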

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

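The tests of the sex label of mouse 702, of the Trim genes and of dilution in the macrophage list were chosen only after the results were seen, whereas the tests of tissue, depth, mouse number, muscle and strain on the macrophage list were written before their own values were seen, although the reading of the spinal cord and bone marrow test and the wording of the strain test were changed after they were seen.

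A sample far from the others was sought in 130 groups of 6 mice, and 10 were found, where chance gives 6.5. Their number is near what chance gives, so no single one of them carries weight without further evidence. No biological explanation was tested for any of these 10 samples.

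Mouse 887 (DKO) stood apart in 4 of the measures. Its mitochondrial share was 5.60%, against 2.52% in the nearest DKO mouse. Its erythroid list level was 3.52 against 5.20, its fibroblast list level 5.13 against 5.54, and its Hgf level 3.35 against 3.87, all as log2(CPM + 4). Mouse 649 (Nf2) stood apart in Spint1 at 2.88 (nearest 2.44) and Hgf at 2.93 (nearest 3.58). These 2 libraries also had the lowest limma voom sample quality weights, 0.25 for mouse 649 and 0.41 for mouse 887. They lay lowest on the leading component of variance between mice, at -38.9 and -22.1. Their mitochondrial shares were the highest, with 4.45% in mouse 649. Both libraries therefore departed from the others as a whole, but whether they differ in tissue quality or dissection was not tested. Leaving out mouse 887 raised the number of genes past the threshold between genotypes to 217 from 172, and leaving out mouse 649 gave 187.

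The total count of DKO mouse 914 was 41250329, against 26353044 in the nearest DKO mouse. Total counts did not differ between genotypes (two-sided exact permutation p 0.944), so depth is argued against as a cause of the differences between them. Single-mouse departures were also found for Card10 in Nf2 mouse 884 (5.48, nearest 5.36) and Arc in DKO mouse 886 (2.72, nearest 3.09), both as log2(CPM + 4). Both lie in the region around Ptk2.

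The macrophage and monocyte list level of Nf2 mouse 1048 was 4.19, against 4.42 to 4.52 in the other Nf2 mice, and it fell within the DKO mice. Without mouse 1048 the list's median log2 fold change was -0.45, against -0.38 with it. For the lower macrophage list in DKO, several technical explanations were tested. Sequencing depth is argued against by the total counts (p 0.944). The amount of muscle RNA as the whole cause is argued against by the fit with each mouse's muscle level as a covariate, in which the median of the list was -0.44 (camera adjusted p 9.4e-09). Strain segments on chromosomes 2, 6, 7 and 15 that act only on the members they carry are argued against as the whole cause. The 17 members elsewhere had a median of -0.44 (camera adjusted p 1.99e-10). An effect of such a segment on genes elsewhere, as through the number of macrophages, was not tested, nor were segments on other chromosomes. Both rest on the medians, since 6 of the 100 splits of the mice, the real one included, gave this list a camera p as small, whereas the largest median in any other split was 0.33 in either direction. The splits used the full list without a covariate, so this limit is only a guide for the 17 members and for the muscle fit. Dilution of ganglion RNA by other tissue in DKO stays open. The lowest median of the sensory neuron list across the fits without 1 mouse was -0.037. With all mice, 13 of its genes were higher and 12 lower, so this list gave no sign of dilution. It cannot exclude dilution, since the study reported a larger percentage of neuron cell bodies in DKO ganglia, which would raise these genes. Within mice numbered 884 to 918 the list's median was -0.36, which argues against mouse number as the whole cause, although only 2 Nf2 mice fall in that run.

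Other tissue dissected along with the ganglia stays open for the macrophage list. The test set for it asked whether the muscle, adipocyte or erythroid list passed camera, and the smallest adjusted p was 3.74e-06, for muscle, with erythroid cells passing as well at 0.0288. Of the lists written later, the smallest camera adjusted p was 0.100, for astrocytes, which excludes neither spinal cord nor bone marrow, and the lists of neutrophils and of B and plasma cells passed as higher in DKO. A different share of these tissues in the genotypes may therefore contribute, such as tissue that brought macrophages into Nf2 ganglia. An exact permutation of list means, considered only afterwards, gave p 0.0996 for muscle and 0.227 for erythroid cells. Across the 12 mice, the macrophage level did not follow the erythroid level (deviations from genotype means, Pearson r 0.08, permutation p 0.795, Spearman rho -0.10, p 0.753, r 0.13 without the 2 farthest mice) or the muscle level (r -0.17, p 0.594, rho -0.03, p 0.940, r 0.16 without the 2 farthest). For adipocytes r was 0.006 (p 0.985, rho -0.13, p 0.683, r 0.05 without the 2 farthest). All 3 relations had an adjusted p of 0.985. A lower share of macrophages in DKO ganglia also stays open and cannot be called the cause from these counts alone. Apart from the counts, the study reported significantly less immunohistochemical staining of a macrophage marker in DKO ganglia, which goes with a lower share. How much of the list's difference such a share would account for was not tested here.

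The genotype effect differed between labelled sexes for Trim12a (interaction 4.41 on the log2 scale) and Trim5 (4.13). The ratio of Trim12a in labelled males to females within Nf2 was 1.22 (1.13 without mouse 702), which excludes no effect of sex within DKO. A candidate explanation is a strain segment shared by litter mates. For Trim12a, DKO males had 45.7% of the Nf2 level, near what 1 of a pair of alleles would give, and DKO females 1.68%. For Trim5 these values were 48.0% and 2.05%. Other genes of the family, chosen after their values were seen, did not share this dose. Trim34a had 65.7% and 22.6%, Trim30d 61.1% and 8.74%, Trim12c 120% and 133%, and Trim30a 105% and 95.1%, and Trim34b was higher in DKO. The DKO females carry the numbers 885 to 887 and the DKO males 914 to 917, so sex and the run of mouse numbers coincide in this genotype and their effects on the Trim genes cannot be told apart. For the number of genes with such an interaction, 31 of the 100 splits of the mice by sex within genotype gave as many as the 2 observed. Of these, 12 kept the DKO mice divided as they are by sex, the division along which the Trim genes differ, and all 12 splits of that kind gave as many. Among the 88 splits that divided the DKO mice otherwise, 19 did, so a count of 2 is not rare when the mice are regrouped. Reads shared between copies of this family were not separable.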

How the results depend on the processing

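The covariate for muscle level, the males without mouse 702, the exact permutation of list means and log2 of the TMM-scaled count plus 4 were tests chosen only after the data were seen, and the other alternatives were set beforehand.

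The 172 genes between DKO and Nf2 kept their sign in every alternative fit in which they were tested. The count stayed within 1.5 times under sex as a covariate (157), relative log expression factors (172), upper-quartile factors (182), any count (173) and at least 10 counts in every mouse (174). It was 831 under DESeq2 (338 higher, 493 lower, 172 shared) and 521 under limma voom (211 higher, 310 lower, 170 shared). With the muscle level as a covariate, 99 genes passed (40 higher, 59 lower, 87 shared), and for these 3 fits the cause was not tested. A 2-fold requirement left 52 by its construction. Fewer mice gave 95 genes among mice numbered 884 to 918 (15 higher, 84.2% lower against 60.5% with all mice, 30 shared). Females alone gave 57 (10 higher, 47 lower, 11 shared) and males alone 2 (1 higher, 1 lower, 1 shared). The males include mouse 702, and without it 9 genes passed (1 higher, 8 lower, 2 shared). The females, with as many mice, gave 57, and the cause of the 2 among males was not tested. Across the 12 fits that each left out 1 mouse, the count ranged from 81 (without 918) to 217 (without 887), from 33 to 92 for higher and from 47 to 125 for lower genes.

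By exact permutation, the study genes given in the report passed with other pseudocounts and scaling, within sex and in all 12 fits without 1 mouse, but subsets of mice were not tested this way. In the edgeR model, the Nlrp3 log2 fold change no longer passed among mice numbered 884 to 918 (-0.76, adjusted p 0.310), among females (0.211), among males (0.378) or with the muscle covariate (0.0764), and the Met log2 fold change did not among males (0.347). Without mouse 702 the males gave adjusted p of 0.553 for both. Lgals2 passed under DESeq2 and limma voom, and Spint1 under DESeq2, among females and without mouse 649.

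The 13 gene lists fell to 0 with camera's estimated correlation, to 2 under fry and to 0 under exact permutation per mouse (where a single list at the smallest possible p cannot pass). They numbered 12 under fgsea, 11 of them shared, and 9 to 13 across the fits without 1 mouse. Among mice numbered 884 to 918, 9 lists passed, 8 of them shared. Endothelial cells (0.104), fibroblasts (0.890), neutrophils (0.337), erythroid cells (0.356) and the interferon gamma response (0.0574) did not pass there. The list gained was focal adhesion, with a median of -0.16 (camera adjusted p 0.0146), against -0.04 (0.215) with all mice. The preset correlation takes the genes of a list as nearly independent, which the estimated correlation does not. The 111 Reactome pathways became 0 with the estimated correlation and 201 with fgsea, for which the cause was not tested.

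The 2 genes of the interaction became 20 under DESeq2 and 0 with at least 10 counts in every mouse, which removes Trim12a and Trim5 by construction, and ranged from 2 to 6 without single mice. The 3 genes between males and females became 5 under DESeq2 and 0 with at least 10 counts, which removes genes of chromosome Y by construction. They ranged from 0 to 10 without single mice, with 10 without mouse 702. The enrichment near Ptk2 kept its direction and its side of the threshold with windows of 5 Mb and 20 Mb and with DESeq2's genes.

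Among mice numbered 884 to 918, Tnf reversed to -0.10, and so did 4 lists not past the threshold, injured neurons (0.28), immediate early genes (0.15), myelinating Schwann cells (-0.04) and the HGF and MET axis (0.02). Among males without mouse 702, Nf2 reversed to 0.005. With the muscle covariate sensory neurons reversed to -0.036 and proliferation to 0.091. Across fits without 1 mouse, the medians ranged from -0.037 to 0.048 for sensory neurons, from -0.067 to 0.035 for the HGF and MET axis and from -0.423 to 0.021 for the interferon gamma response, the last of these reversing without mouse 702. The cause was not tested. Among single genes between genotypes, 69 values became weaker and 4 stronger, and 54 weaker and 1 stronger without single mice. Among lists, 41 became weaker and 3 stronger, and 26 weaker and 8 stronger without single mice. Among genes of the sex models, 3 became stronger, and 31 weaker and 4 stronger without single mice.

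Depth limited Cxcl3, which had at most 3 counts in a DKO mouse. Hgfac and Il6 were removed by the filter and were not tested.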

Other observations

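The tests of Lgals2's neighbourhood, of genes lying close together, of the sex label of mouse 702, of GC content and length, of GABA pathways and of splits near Ptk2 were chosen only after the results were seen.

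Other splits of the same mice were fitted 100 times, the real split included. For genes past the threshold between genotypes, 1 of the 100 splits, the real one, gave 172 or more, and the others gave at most 4. For gene lists, 6 of the 100 splits gave 13 or more, with a median of 7 in the other splits. For Reactome pathways, 36 of the 100 splits gave 111 or more. The counts of lists and pathways are therefore within what regrouping the mice gives, at the preset correlation. For genes between males and females, 2 of the 100 splits by sex within genotype gave 3 or more.

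The share of genes past the threshold around Ptk2 may reflect a strain segment carried with the Fak flox allele. The Fisher exact p was 0.00168, and for the 172 genes of smallest p in each split, 2 of the 100 splits gave as small a p. Regulation of neighbouring genes through loss of Fak stays open, as alleles in this region were not typed here. Lgals2 lies 78850860 to 78855529 on chromosome 15, and within 10 Mb of it 9 of 256 tested genes (3.52%) passed, against 0.906% elsewhere (Fisher exact p 7.4e-04, adjusted over 8 centres 0.00592). The same segment is a candidate explanation for its lower level in DKO. This window overlaps the window around Ptk2, so both tests share most of their genes. Around Met, Spint1, Nlrp3, Cxcl3 and Nf2, the Fisher exact p was 0.410, 0.718, 0.189, 1 and 0.602.

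Outside 20 Mb of Ptk2, the 160 genes past the threshold formed 38 pairs within 1 Mb, where 10000 random draws of tested genes gave 20.9 on average (one-sided p 0.0034). This may reflect further strain segments that differ between the genotypes, although genes that share regulation also lie together. Of 141 windows of 20 Mb, 1 passed, on chromosome 2 from 160000001 to 180000000, with 10 of 183 genes past the threshold (adjusted p 0.00131).

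Apart from X and Y, 5 genes had levels split by at least 3 on the log2 scale along neither genotype nor sex label, chosen after their values were seen. They were Trim12a, Gm3608, Tmem181b-ps, Olfr1033 and Gm7292. Tmem181b-ps had 193.6 CPM in mouse 649, 138.5 in 884, 140.3 in 918 and 38.98 in 1048, and at most 1.42 in the other mice. For the 4 genes other than Trim12a, no explanation was tested.

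The library labelled male, mouse 702, had 496 CPM of Xist. This level, with the Y-linked genes within the range of libraries labelled female, is consistent with a mislabelled sex. A mixture of male and female reads is argued against by 0.525 CPM of Ddx3y, and an exchange with another of these libraries by the 0 libraries labelled female with male levels. The sample's genotype label was not testable from Ptk2.

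Skeletal muscle genes varied over 3.66 on the log2 scale among mice of 1 genotype, more than the difference of 1.30 between the genotype means. Muscle dissected along in some mice is a candidate explanation for the lower list in DKO. Spinal cord tissue stays open as a source of the higher GABA receptor and transporter pathways. The spinal cord neuron list was not past a threshold (exact permutation p 0.593), but its median was 0.61 with 5 of 7 genes higher, and 7 of 8 astrocyte genes were higher.

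Across 5 bins of GC content or exonic length, the median log2 fold change moved by at most 0.093, against 0.23 for the smallest change past the threshold. This argues against a shift of most genes in a bin as large as that change. The bins hold mostly genes not past the threshold, so their medians cannot exclude GC content or length for the genes past it. The share past the threshold ranged from 0.575% to 1.37% across bins of GC content and from 0.575% to 1.15% across bins of length.

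Of the variance between mice, the leading component held 35.6% and did not separate the genotypes (exact permutation p 0.242). The second held 19.1% and did (p 0.00216, exact permutation, the smallest possible). The genes named here for it were chosen after their values were seen. Those weighing most toward Nf2 mice included the skeletal muscle genes Myh1, Atp2a1 and Acta1, and also Tmem181b-ps and Trim12a. Those weighing most toward DKO mice included Gabra3 and Tmem72. This component therefore also carries the muscle level and is not a measure of genotype alone.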
